# Identification of potassium phosphite responsive miRNAs and their targets in potato

**DOI:** 10.1371/journal.pone.0222346

**Published:** 2019-09-12

**Authors:** María Florencia Rey-Burusco, Gustavo Raúl Daleo, Mariana Laura Feldman

## Abstract

Micro RNAs (miRNAs) are small single strand non-coding RNAs that regulate gene expression at the post-transcriptional level, either by translational inhibition or mRNA degradation based on the extent of complementarity between the miRNA and its target mRNAs. Potato (*Solanum tuberosum* L.) is the most important horticultural crop in Argentina. Achieving an integrated control of diseases is crucial for this crop, where frequent agrochemical applications, particularly fungicides, are carried out. A promising strategy is based on promoting induced resistance through the application of environmentally friendly compounds such as phosphites, inorganic salts of phosphorous acid. The use of phosphites in disease control management has proven to be effective. Although the mechanisms underlying their effect remain unclear, we postulated that miRNAs could be involved. Therefore we performed next generation sequencing (NGS) in potato leaves treated and non treated with potassium phosphite (KPhi). We identified 25 miRNAs that were expressed differentially, 14 already annotated in miRBase and 11 mapped to the potato genome as potential new miRNAs. A prediction of miRNA targets showed genes related to pathogen resistance, transcription factors, and oxidative stress. We also analyzed *in silico* stress and phytohormone responsive cis-acting elements on differentially expressed pre miRNAs. Despite the fact that some of the differentially expressed miRNAs have been already identified, this is to our knowledge the first report identifying miRNAs responsive to a biocompatible stress resistance inducer such as potassium phosphite, in plants. Further characterization of these miRNAs and their target genes might help to elucidate the molecular mechanisms underlying KPhi-induced resistance.

## Introduction

Potato (*Solanum tuberosum* L.) is the fourth food crop worldwide and the most important horticultural crop in Argentina, where 80,000 hectares of potatoes are planted per year, mainly in the provinces of Córdoba and Buenos Aires [1]. Integrated control of diseases is crucial for this crop, where frequent agrochemical applications, particularly fungicides, are carried out to manage late blight disease caused by *Phytophthora infestans* [2,3]. An alternative strategy is based on promoting induced resistance through the application of environmentally friendly compounds. In this context, phosphites have been extensively used as biocompatible inducers of defense responses [4].

The role of phosphites in disease control management has been studied extensively, and previous results have shown many promising properties associated with these compounds: the stimulation of plant defense mechanisms such as enhanced production of reactive oxygen species (ROS), the induction of pathogenesis related proteins (PRs) and the reinforcement of the cell wall [5–7]. It has also been demonstrated that KPhi primes an intense and rapid response to infection, involving heightened activation of a range of defense responses [8–10]. Additionally, KPhi has been proven to be an effective protective agent against UV-B stress [11]. However the mechanisms underlying KPhi protective effect remain unclear, the complexity of defense mechanisms and the plethora of pathways involved, suggest that miRNAs might be involved. miRNAs can target and subsequently regulate the expression of multiple genes simultaneously, providing a rapid and efficient way of regulating plant responses to stress.

miRNAs are small single-stranded, non-coding RNAs present both in animals and plants, that regulate gene expression at the post-transcriptional level, either by repressing mRNA translation or mediating the degradation of the targeted mRNAs depending on their degree of complementarity [12]. Specifically in plants, this class of ~22 nt RNAs play crucial roles in plant biological processes and responses to disease and environmental stresses [13–15]. Many plant miRNAs and their targets have been identified by computational and experimental approaches, in various species [16,17]. Several conserved miRNA families have been described in potato, some of them targeting transcription factors with diverse roles in plant growth and development, genes involved in signal transduction, and hormone signaling pathways. miRNA families such as mir172, miR156, miR164, miR166, miR167, miR171, miR390, miR394, miR395, miR399, miR530, miR829, mir395, mir398, miR414, miR778, among others, appear to be involved in potato response to various disease and environmental stresses [18–20].

We have hypothesized that one or more miRNAs might control the key-steps that lead to defense reactions mediated by KPhi in potato. In this scenario, the present work aims to identify miRNAs involved in the regulation of potato defense responses after potassium phosphite treatment.

## Materials and methods

### Plant material and phosphite treatment

*S*. *tuberosum* seed tubers (cv. Shepody) were planted in pots containing a pasteurized mixture of soil and vermiculite (3:1, v/v). Pots were maintained under greenhouse conditions (18°C day-night temperature, 16 h of light per day). Potassium phosphite (KPhi), 1% (v/v) water solution of the commercial product (Afital Potassium Phosphite, Agro-EMCODI SA) was applied to the foliage at 5 mL per plant (3 L/ha) by using an atomizer (ESAC SA) operating at 200 kPa, 21 days after emergence. Control plants were sprayed with distilled water. Leaf tissue was collected after 72 hs of KPhi or water treatment. Experiments were performed at least three times for each condition.

### RNA isolation

Total RNA from each treatment was isolated from 0.1 g of fresh leaf tissue using the RNeasy kit (Qiagen), following the manufacturer’s protocol. The purified RNAs were analyzed using a Thermo Scientific NanoDropOne spectrophotometer. RNA integrity was checked by 1% agarose gel electrophoresis. Three biological replicates were performed for each condition: control (C) and KPhi treated (T).

### Next generation sequencing

Total RNA (1 ug) was used to prepare small RNA libraries according to the TruSeq Small RNA Sample Prep Kits protocol (Illumina, San Diego, USA). Purified cDNA libraries were 50bp single-end sequenced on an Illumina Hiseq 2500 at LC Sciences (Houston, Texas, USA) following the vendor's recommended protocol.

### Identification of known and novel miRNAs

Raw reads were subjected to an in-house program, ACGT101-miR (LC Sciences, Houston, Texas, USA) to remove adapter dimers, contaminating sequences with no 3’ adapters (3ADT), low complexity regions, common RNA families (rRNA, tRNA, snRNA, snoRNA) and repeats. Subsequently, unique sequences with 18~25 nucleotides length were mapped to *Solanum tuberosum* (specific species) precursors in miRBase 21.0 by BLAST search to identify known miRNAs and novel 3p- and 5p- derived miRNAs. Length variation at both 3’ and 5’ ends and one mismatch inside of the sequence were allowed in the alignment. The unique sequences mapping to specific species mature miRNAs in hairpin arms were identified as known miRNAs. The unique sequences mapping to the other arm of known specific species precursor hairpin opposite to the annotated mature miRNA-containing arm were considered to be novel 5p- or 3p derived miRNA candidates. The remaining sequences were mapped to *Solanum lycopersicum* precursors (selected species of *Solanaceae* family) in miRBase 21.0 by BLAST search, and the mapped pre-miRNAs were further BLASTed against the specific species genomes to determine their genomic locations. The above two were defined as known miRNAs. The unmapped sequences were BLASTed against the specific genomes, and the hairpin RNA structures containing sequences were predicted from the flank 120 nt sequences using RNAfold software (http://rna.tbi.univie.ac.at/cgi-bin/RNAWebSuite/RNAfold.cgi). According to the mapping performed and secondary structure prediction reads were assigned to different groups (as described in detail in Fig 1).

**Fig 1:**
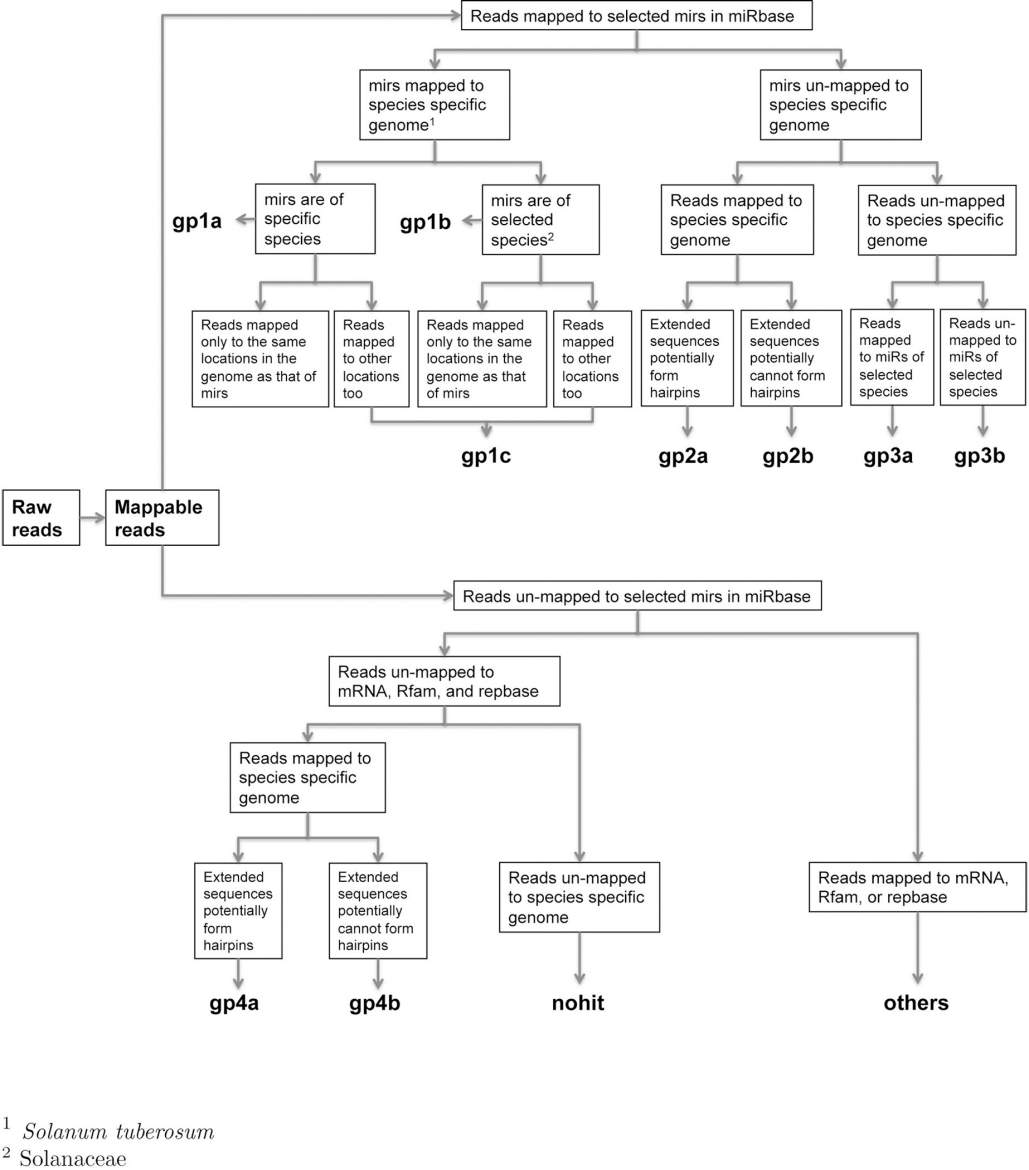
Flow chart of data analysis.

The naming system of miRNAs identified in this study is as follows: the miRNA name is composed of the first known miR name in a cluster, an underscore, and a matching annotation: L–n means the miRNA_seq (detected) is n base less than known rep_miRSeq in the left side; R–n means the miRNA_seq (detected) is n base less than known rep_miRSeq in the right side; L+n means the miRNA_seq (detected) is n base more than known rep_miRSeq in the left side; R+n means the miRNA_seq (detected) is n base more than known rep_miRSeq in the right side; 1ss8GA means 1 substitution (ss), which is G to A at position 8. If there is no matching annotation, the miRNA_seq (detected) is exactly the same as known rep_miRSEq. miRNAs located on the other arms of hairpin structures are annotated as p5/p3 to distinguish from the reported 5/3 sequences.

### Differential expression analysis

Differential expression of miRNAs based on normalized deep-sequencing counts was analyzed using Student's t-test. The significance threshold was set to 0.01 and 0.05 in each test. Sequence reads of the six libraries were normalized to 1 million by the total number of clean small RNA reads in each sample. The log_2_ ratio formula was as follows: log_2_ ratio = log_2_ (miRNA reads in KPhi treated/miRNA reads in control).

### Target prediction and GO analysis

Target predictions were performed with psRNATarget web server (http://plantgrn.noble.org/psRNATarget/analysis) using default parameters with a maximum of 3 expectation cut-off [21]. To better understand their function, the putative target genes of the differentially expressed miRNAs were subjected to GO analysis. Significant GO terms were calculated by a Hypergeometric equation, and those GO terms with p-value<0.05 were defined as significant.

### qRT-PCR analysis of miRNAs and their predicted targets

The expression level of miRNAs was detected by stem-loop based reverse transcription and quantitative real time PCR (qRT-PCR) [22]. miRNAs and mRNAs were reverse transcribed to cDNAs with stem-loop specific primers and oligo dT primers, respectively, using the GoScript (TM) Reverse Transcriptase (Promega). cDNA was generated from 1ug of total RNA, with both miRNA specific stem-loop primers and oligo dT primers in each reaction tube at 16°C for 30 minutes, 42°C for 30 minutes, 50°C for 60 minutes and 70°C for 15 minutes.

The expression levels of miRNAs and mRNAs were analyzed by quantitative real-time PCR (qPCR) using an Applied Biosystems StepOneTM Plus Real-Time PCR System (Applied Biosystems, Waltham, MA, United States) and FastStart Universal SYBR Green Master mix (Roche). For miRNAs, samples were incubated at 95°C for 5 minutes, and the amplification was set at 45 cycles of denaturation at 95°C for 15 seconds, annealing at 60°C for 30 seconds, and an extension step at 72°C for 20 seconds. For miRNA target genes, samples were incubated at 95°C for 10 minutes, and amplification was set at 40 cycles of denaturation at 95°C for 15 seconds and an annealing step at 60°C for 1 minute. miRNA and target-gene specific primers were designed using NGS data and available databases (http://www.mirbase.org/, http://solgenomics.net/) (S1 Table). *EF1α* was employed as an internal control for mRNAs and miRNAs. Reactions were performed with three biological replicates and relative gene expression level was analyzed using the comparative 2^ΔΔ^CT method [23]. Pair-wise fixed reallocation randomization test statistical analysis was performed with REST software (Relative Expression Software Tool) [24].

### Analysis of cis-acting elements

The presence of well characterized cis-acting elements in the promoters of pre-miRNAs was analyzed *in silico* using the web available software PlantCARE (http://bioinformatics.psb.ugent.be/webtools/plantcare/html/search_CARE.html) [25]. Upstream sequences of potato pre-miRNAs (1000 bp) were retrieved from the PGSC v4.03 database (http://solanaceae.plantbiology.msu.edu/).

### Availability of supporting data

The data supporting this work are available in the public database: Gene Expression Omnibus (GEO), under the accession number GSE132232.

## Results

### High throughput sequencing of small RNAs

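Small RNA was sequenced from leaves of potato cv. Shepody. Control plants were sprayed with distilled water (C1, C3 and C5), and treated plants with a 1% (v/v) solution of a commercial potassium phosphite product at 5 mL per plant (T2, T4 and T6). Plants were sprayed 21 days after emergence and leaves were collected 72 h later, and the paper states that the 3 libraries of each condition are biological replicates. Phosphite is a reduced form of phosphate that plants take up but do not use as a phosphorus source, and plant miRNAs are RNAs of mostly 21 or 22 nt that guide the cleavage or translational repression of mRNAs. The libraries were made with the TruSeq Small RNA kit and sequenced on a HiSeq. The authors removed the 3' adapter with the ACGT101-miR program, kept reads of 15 to 32 nt, and assigned them to known or predicted miRNAs by their match to miRBase and to the potato genome. The deposited miRNA table gives the reads of 910 sequences in each library, some as fractions because reads were split between sequences. Rounded to whole reads, its totals were 612257 in C1, 467973 in C3, 377795 in C5, 365835 in T2, 160906 in T4 and 555977 in T6, so that a sequence of low abundance was counted least precisely in T4.
From these read numbers, control and KPhi libraries were compared with edgeR's quasi-likelihood test after scaling by TMM, which equalizes the bulk of the sequences between libraries. The 165 sequences with at least 10 reads in at least 3 libraries were tested. The biological coefficient of variation between replicates was 49.8%. In simulated counts with the same means and library sizes, the test called 10.2% of 2-fold, 63.5% of 4-fold and 96.3% of 8-fold changes at an adjusted p under 0.05, and 3.35% of its calls were false. Levels below are CPM (counts scaled to a common library size) normalized by TMM unless stated otherwise.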

Total RNA from potassium phosphite treated (T2, T4, T6) and non treated leaves (C1, C3, C5) was isolated, and six small RNA libraries were constructed to perform high throughput sequencing. RNAseq from the libraries generated 58,391,355 total raw reads. In particular, C1 library yielded 8,599,726 reads, while C3 and C5 libraries yielded 8,051,010 and 8,175,531 reads, respectively. T2, T4, and T6 yielded 12,864,315, 10,563,970 and 10,136,803 reads, respectively (S2 Table).

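Reads assigned to miRNAs were a smaller part of the small RNA in 2 of the 3 KPhi libraries. The 910 sequences of the miRNA table took 11.3% of the mappable reads in C1, 9.86% in C3 and 9.14% in C5, against 4.56% in T2, 3.66% in T4 and 9.35% in T6. Most of this difference lay in the miR166 family, which targets mRNAs of HD-ZIP III transcription factors and made up 8.35% ± 0.993 of the mappable reads in control and 4.39% ± 2.84 in KPhi libraries (SD, n = 3 each, exact two-sided permutation test, p = 0.2). The other miRNAs together made up 1.73% ± 0.111 and 1.47% ± 0.279 (SD, n = 3 each, exact permutation test, p = 0.3). Neither difference was larger than the spread between replicates allows to be told from chance, and 3 libraries against 3 cannot give a p below 0.1.
Before that step, reads without the 3' adapter were 4.86% ± 2.83 of the raw reads in control and 11.2% ± 2.73 in KPhi libraries (SD, n = 3 each), with every KPhi library above every control library (exact permutation test, p = 0.1). Reads shorter than 15 nt reached 44.2% in C5, and reads longer than 32 nt reached 33.5% in T4. Mappable reads made up 57.6% ± 6.43 of the raw reads in control and 54.2% ± 11.1 in KPhi libraries (SD, n = 3 each, exact permutation test, p = 0.6).

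**Figure D1:**
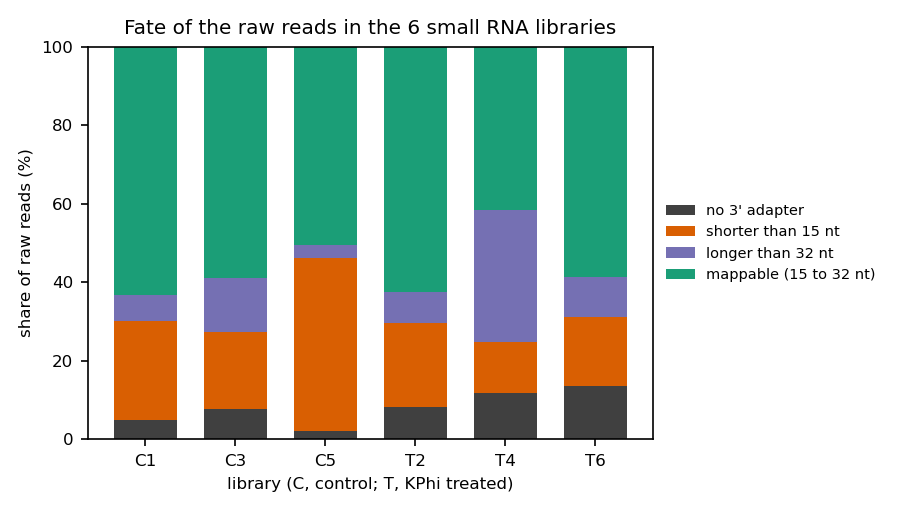
Share of the raw reads of each library (percent, vertical axis) that had no 3' adapter, were shorter than 15 nt, were longer than 32 nt or were mappable, for the 3 control (C1, C3, C5) and 3 KPhi libraries (T2, T4, T6). C5 has the largest share of short reads and T4 the largest share of long reads.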

After low-quality reads, adapters, poly A sequences and short RNAs shorter than 15 nucleotides were removed, 32,677,778 unique small RNA reads (56% of the total raw reads) remained (Fig 2A). RNA length ranged between 15–32 nt, with the highest proportion corresponding to 21 nt (Fig 2B). Reliable reads were divided into 4 groups as described in Fig 1. 

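A single family, miR166, held 79.8% of all reads in the miRNA table. Its members stu-miR166a-3p (TCGGACCAGGCTTCATTCCCC), sly-miR166a_L+2R-2 and stu-miR166b alone took 39.5%, 29.1% and 11.1% of the reads. Among the known miRNAs they were followed by sly-miR5300, with 1.79%, of whose 45415 reads 27203 were in T2 alone, by sly-miR159, whose family targets GAMYB transcription factors, with 1.76%, and by stu-miR482e-3p, of a family that targets NBS-LRR resistance genes, with 1.67%. The 206 sequences of group 1a held 1473932 reads, 58.0% of the table, and 90 of them had at least 10 reads over the 6 libraries. The 42 sequences of group 1b held 105824 reads, 42.9% of them from sly-miR5300 and thus largely from T2, and 29 had at least 10 reads. In every library, 70 sequences of group 1a and 25 of group 1b were seen at least once.
Sequences of 21 nt, the length of miR166 and miR159, made up 87.4% ± 1.27 of the table's reads in control and 78.6% ± 8.78 in KPhi libraries (SD, n = 3 each, exact two-sided permutation test, p = 0.1). Sequences of 22 nt, the length of miR482 and miR5300, made up 9.57% ± 0.953 and 15.7% ± 5.18 (SD, n = 3 each, exact permutation test, p = 0.1). The share of 21 nt was 80.9% in T2, 68.9% in T4 and 86.0% in T6, and that of 22 nt was 15.2%, 21.1% and 10.8%. Without T4 the difference between the conditions was -3.97 percentage points in place of -8.82 for 21 nt, and 3.41 in place of 6.11 for 22 nt. These are shares of the reads assigned to miRNAs, not of all mappable reads.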

A total of 206 *S*. *tuberosum* known miRNAs (group 1a) were identified along with additional 42 *Solanaceae* miRNAs (group 1b), novel to potato. 

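The group of sequences that match no known miRNA but lie in predicted hairpins of the potato genome (group 4a) was led by PC-3p-175_6599 (TTTCCATCGAGCGGCGGGTAGA), with 51751 reads or 28.9% of the group, and by the 18 nt sequence PC-5p-49_29782, with 36698 reads, for which a match to ribosomal RNA was not tested. After KPhi treatment the log2 fold changes of these abundant sequences were 0.24 (standard error 0.50, adjusted p = 0.821) and 0.11 (standard error 0.44, adjusted p = 0.890 from edgeR's quasi-likelihood test). Both turn below 0 when libraries are scaled by their mappable reads, and the second also without T4. The group held 179249 reads, and 351 of its sequences had at least 10 reads over the 6 libraries, while 202 were seen in every library. Its sequences were 16 to 32 nt long with a median of 24 nt, and 90.7% of them were of 20 to 24 nt.
Group 4a made up 5.97% ± 1.42 of the table's reads in control and 11.2% ± 7.55 in KPhi libraries (SD, n = 3 each, exact two-sided permutation test, p = 0.3), with 19.9% in T4 and 4.42% to 7.21% in the other libraries. As a share of the mappable reads it was 0.594% ± 0.108 and 0.558% ± 0.216 (SD, n = 3 each, exact permutation test, p = 0.9). Some group 4a sequences overlap one another end to end.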

Interestingly, 388 reads that mapped to the potato genome, presented extended sequences that potentially form hairpins constituting potential novel miRNAs (group 4a) (Table 1).

**Fig 2:**
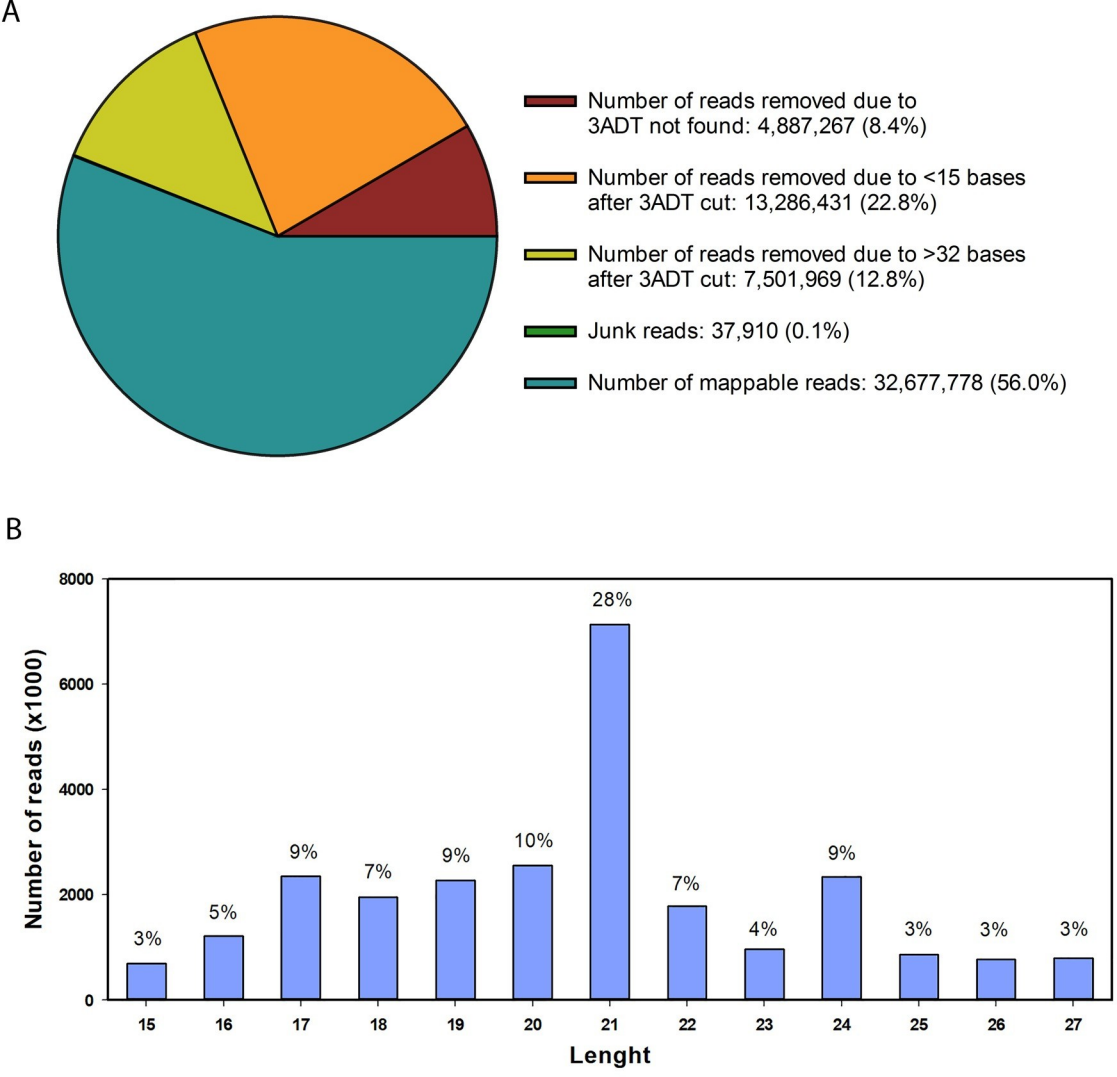
Data filtering and length distribution of mappable reads. Raw reads were filtered to remove sequences with no 3’ adapters (3ADT), junk reads and reads shorter than 15 and longer than 32 nucleotides; and were subsequently mapped to specific and selected genomes. (A) Pie plot of data filtering. (B) Length distribution of mappable reads.

**Table 1:** Summary of data analysis results.

		Group	# of sequences	# of unique miRNAs
	Raw		58,391,355	
	Total mappable reads		32,677,778	
**Known miRNAs**	of specific species^1^	1a	3,506,752	206
	of selected species^2^, but novel to specific species Group	1b	113,297	42
**Predicted miRNAs**	Mapped to known miRNAs of selected species and genome; within hairpins	2a	1,515,585	38
	Mapped to known miRNAs of selected species and genome; no hairpins	2b	871	132
	Mapped to known miRNAs and miRNAs of selected species but unmapped to genome	3a	1,230	52
	Mapped to known miRNAs of selected species but unmapped to genome	3b	550	52
	Unmapped to known miRNAs but mapped to genome and within hairpins	4a	185,614	388
	Overall			910
	Others (mapped to mRNAs, RFam, or repbase)		7,554,022	
	Nohit		7,916,889	

^1^ *Solanum tuberosum*

^2^ *Solanaceae*

### Differential expression analysis of known and novel miRNAs after KPhi treatment

To identify differentially expressed miRNAs after KPhi treatment, six small RNA libraries were constructed from treated and non treated plants and sequenced independently. Statistical analysis showed that 25 miRNAs were differentially expressed after KPhi treatment (Fig 3, S3 Table). Among them, 14 were already annotated in the miRBase, and 11 were mapped to the potato genome as potential novel miRNAs (PCs). 

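stu-miR482a-3p, a 22 nt miRNA that targets NBS-LRR resistance genes, had the largest difference among the 25 miRNAs, with 3357 ± 907 normalized CPM in control and 1206 ± 359 in KPhi libraries (SD, n = 3 each), a log2 fold change of -1.48 (standard error 0.45, adjusted p = 0.470 from edgeR's quasi-likelihood test). stu-miR166b, the most abundant of the 25, had 155023 ± 15039 in control and 63812 ± 42920 in KPhi libraries (SD, n = 3 each), a log2 fold change of -1.28 (standard error 0.54). The highest positive value was that of PC-3p-48036_37, at 1.18 (standard error 0.52). All 25 lay in the direction the study gives (23 when libraries are scaled by their size alone), and for 24 of them no KPhi library overlapped a control library, a separation that the choice of the list on these libraries favors. Over all sequences tested this held for 28 (17.0%), where chance gives 10%. None passed an adjusted p of 0.05 over all sequences tested, and none when adjusted over the list alone, where the smallest was 0.132. At an unadjusted p under 0.05 there were 8, of which 5 known miRNAs were lower and 3 PC sequences were higher. With 1 library left out this number was 1 without T2, 2 without C1, 4 without T4 or C5, 5 without C3 and 7 without T6. The study chose this list on the same libraries, so the list is not independent evidence of its directions or of its separation.
Among all 165 sequences tested, edgeR called 0 at an adjusted p under 0.05 and 16 at an unadjusted p under 0.05, 9 higher and 7 lower, where 8.25 are expected by chance. DESeq2 called 0 and 27, and limma-trend 0 and 9. The smallest p belonged to sly-miR319a_L-1R+2, of a family that targets TCP transcription factors, at 38.7 ± 8.74 normalized CPM in control and 7.56 ± 3.97 in KPhi libraries (SD, n = 3 each), a log2 fold change of -2.29 (standard error 0.55, adjusted p = 0.278). All miR319 sequences together had only 7, 9 and 14 reads in T2, T4 and T6, so its KPhi level rests on few reads. The p-values of the authors' deposited table, for 150 sequences, were obtained again within 1e-06 by the study's own test with unequal variances on log values, and 0 of them lie under 0.01, 12 under 0.05 and 25 under 0.1, with a smallest Benjamini-Hochberg adjusted value of 0.571. The scaling shifts all sequences together. The median log2 fold change of the 165 was -0.13 by TMM, 0.35 by library size alone, with 22 higher and 1 lower at an unadjusted p under 0.05, and -0.49 by mappable reads, with 5 higher and 8 lower. Leaving out C1 left 4 sequences at an unadjusted p under 0.05 and leaving out T2 left 9.
The paper reads the changes in relative abundance as a response to KPhi. From the diversity of these miRNAs and of their predicted targets it proposes that they explain, at least in part, the breadth of the responses to KPhi in potato. The paper also draws on qPCR of selected miRNAs and targets and on promoter elements, which were not analysed here.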

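The known miRNAs that were lower after KPhi belong mainly to the miR166, miR171 and miR482 families, and those that were higher to miR398, miR167 and miR4376. The 4 miR166 sequences that the study lists had log2 fold changes of -1.28 (stu-miR166b), -1.08 (sly-miR166c-3p_R+1, standard error 0.47), -0.86 (sly-miR166a_R+1, standard error 0.49) and -0.64 (sly-MIR166b-p5, standard error 0.47). Of all 9 tested sequences of this family, whose 3' arm targets HD-ZIP III transcription factors of leaf polarity, 0 were higher and 9 lower (adjusted p = 0.112 from limma's fry over 9 lists). The 9 include 5' arm sequences such as sly-MIR166b-p5, for which 0 of 22 predicted targets were counted as transcription factors. For this list limma's camera gave an adjusted p = 0.0053 with its preset correlation and an adjusted p = 0.296 with an estimated correlation. The total of the miR166 family had a log2 fold change of -0.54 (standard error 0.42, adjusted p = 0.685 from edgeR over 50 families). It was 324397 normalized CPM in T4, 807075 in T2 and 870698 in T6, against 882368 to 1117824 in control libraries. With 1 library left out its log2 fold change ranged from -0.70 to -0.075. sly-miR171d_R+1_1ss8GA and stu-miR171a-5p, of a family that targets GRAS transcription factors, were at -1.36 (standard error 0.54) and -1.13 (standard error 0.48), each with an adjusted p = 0.470 from edgeR. The 3 tested members of their list were all lower (fry, adjusted p = 0.112). stu-miR171a-5p is a 5' arm sequence, and 0 of its 6 predicted targets were counted as transcription factors, against 2 of 16 for sly-miR171d_R+1_1ss8GA. In the family total, miR171 had 417 ± 87.0 normalized CPM in control and 200.2 ± 54.6 in KPhi libraries (SD, n = 3 each), a log2 fold change of -1.06 (standard error 0.35, adjusted p = 0.359 from edgeR over 50 families).
Among the sequences of families that target NBS-LRR and receptor-like resistance genes, stu-miR482c had 6415 ± 1229 and 4523 ± 791 normalized CPM (SD, n = 3 each), a log2 fold change of -0.50 (standard error 0.40), with overlapping libraries. Of the 17 tested members of this list 5 were higher and 12 lower (fry, adjusted p = 0.439), with a median of -0.19 and a mean of 0.03, and the median is positive when libraries are scaled by their size alone, without the filter on low reads and without C5. sly-MIR159-p5 was at -0.49 (standard error 0.40) and stu-MIR7985-p5 at -0.44 (standard error 0.45), and both lie just above 0 when libraries are scaled by their size alone. With 1 library left out, the values nearest 0 were -0.24 for sly-MIR159-p5, -0.18 for stu-MIR7985-p5, -0.24 for stu-miR482c and -0.69 for stu-miR171a-5p. stu-miR530_L-2R+2 was at -1.05 (standard error 0.54, adjusted p = 0.504 from edgeR). With sly-miR319a_L-1R+2, the 4 tested members of the list of miR159 and miR319, families that regulate GAMYB and TCP transcription factors, were all lower (fry, adjusted p = 0.112). Their median lies just above 0 by library size alone. Among the 4, sly-MIR159-p5 has 3 predicted targets, of which 0 were counted as transcription factors. The miR319 family total was the one with the smallest p of the 50 (log2 fold change -1.61, standard error 0.39, adjusted p = 0.196 from edgeR). It rests on 44, 19 and 37 reads in C1, C3 and C5 and on 7, 9 and 14 in T2, T4 and T6.
stu-miR398b-3p, which targets copper superoxide dismutases and other copper proteins, had 19.5 ± 4.21 and 40.5 ± 10.2 normalized CPM (SD, n = 3 each), a log2 fold change of 1.04 (standard error 0.47), and the 3 tested members of the copper protein list were all higher (fry, adjusted p = 0.255). sly-miR167b-5p, of a family that targets auxin response factors, was at 0.94 (standard error 0.50), and in the auxin list 3 were higher and 1 lower (fry, adjusted p = 0.255). Of the 8 predicted targets of sly-miR167b-5p itself, 0 were counted as transcription factors. stu-miR4376-5p_L-1R+2, of a Solanaceae family known to target an autoinhibited calcium ATPase, was at 1.00 (standard error 0.49). All 5 tested sequences of its list with miR1919 were above 0 (fry, adjusted p = 0.0616, and adjusted p = 0.296 from camera with an estimated correlation). The fry adjusted p of this list ranged from 0.0109 with RLE size factors to 0.867 over the alternatives, and was 0.0296 without T4. Within it stu-miR1919-5p was at 0.0045 (standard error 0.45), and the miR1919 family total was at 0.13 (standard error 0.34, adjusted p = 0.800 from edgeR). These lists hold miRNAs that the study chose on the same libraries.

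**Figure D2:**
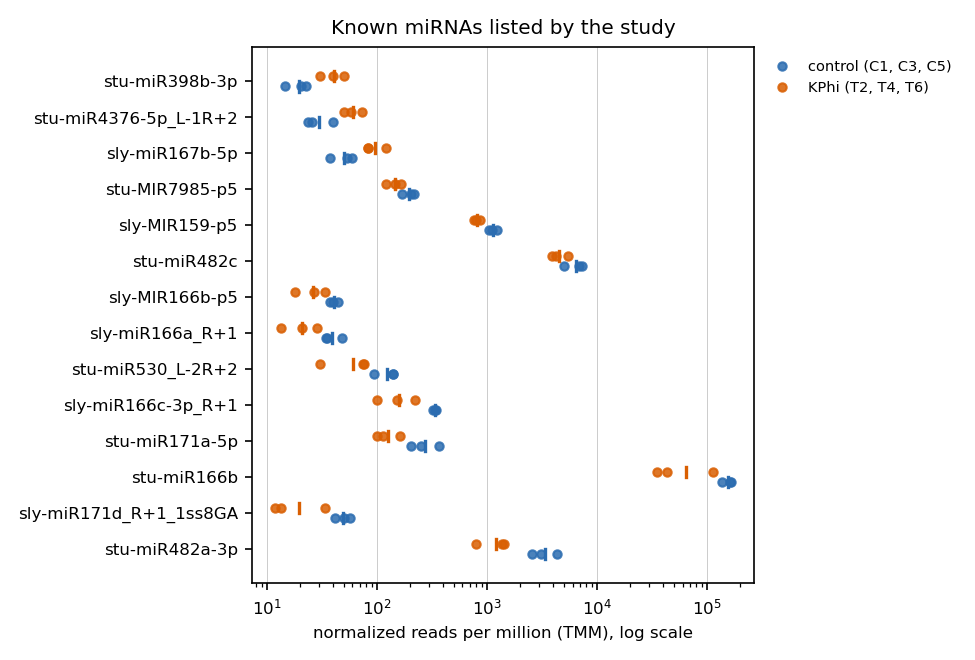
Normalized CPM (TMM, horizontal axis, log scale) of the known miRNAs listed by the study in each of the 3 control (C1, C3, C5) and 3 KPhi libraries (T2, T4, T6). Points are libraries and vertical bars are group means; stu-miR482c is the miRNA whose groups overlap.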

From these 14 known miRNAs, 3 were up-regulated (stu-miR398b-3p, sly-miR167b-5p and stu-miR4376-5p L-1R+2) and 11 were down-regulated (stu-miR166b, stu-miR482c, stu-miR482a-3p, sly-miR159-p5, stu-miR171a-5p, stu-MIR7985-p5, sly-miR166c-3p_R+1, sly-miR166a_R+1, sly-miR171d_R+1_1ss8GA, stu-miR530_L-2R+2, sly-MIR166b-p5).

**Fig 3:**
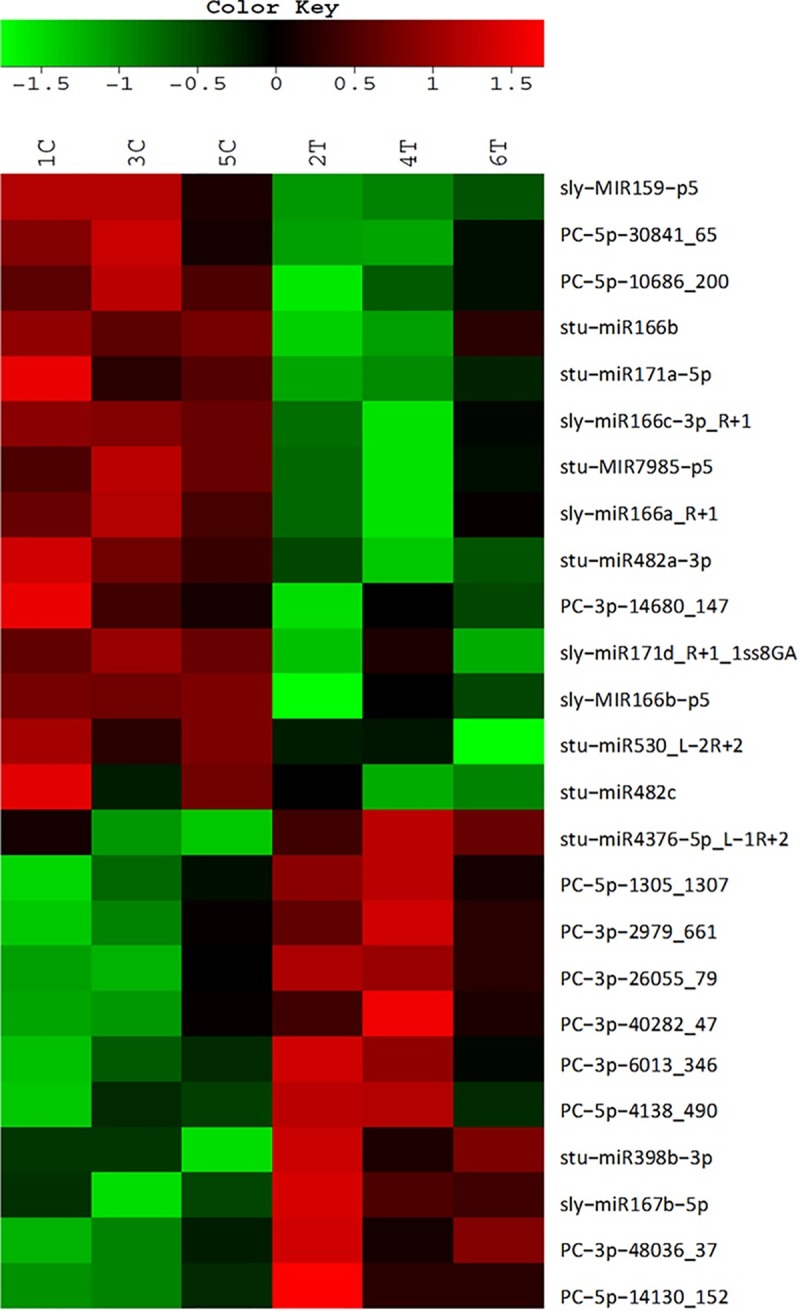
Heat map of differentially expressed miRNAs. KPhi treated (T2, T4, T6) and non treated (C1, C3, C5) replicates were analyzed. Differential expression of miRNAs based on normalized deep-sequencing counts, was analyzed using a Student's t-test. Up-regulated and down-regulated miRNAs are represented in red and green, respectively.

Among the 11 potentially new miRNAs, 8 were up regulated (PC-3p-48036_37, PC-3p-26055_79, PC-5p-1305_1307, PC-3p-2979_661, PC-3p-6013_346, PC-3p-40282_47, PC-5p-14130_152, PC-5p-4138_490) and 3 were down regulated (PC-5p-30841_65, PC-5p-10686_200, PC-3p-14680_147).

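The PC sequences that were higher had about 2 times the normalized CPM in KPhi as in control libraries. PC-5p-4138_490 (TTGGACTTTGGGATGGGCCGGCC) had 1458 ± 471 in control and 3113 ± 1139 in KPhi libraries (SD, n = 3 each), a log2 fold change of 1.09 (standard error 0.47, adjusted p = 0.470 from edgeR's quasi-likelihood test). PC-3p-6013_346 had 986 ± 269.9 and 1899 ± 522 (SD, n = 3 each), a log2 fold change of 0.95 (standard error 0.44). PC-5p-14130_152 (CAGCCAGGAGGTTTGCCTAGAA) was at 1.12 (standard error 0.48), PC-3p-2979_661 at 0.94 (standard error 0.47), PC-3p-40282_47 at 0.89 (standard error 0.51) and PC-3p-26055_79 at 0.84 (standard error 0.49). The 3 PC sequences that were lower, PC-5p-30841_65, PC-5p-10686_200 and PC-3p-14680_147, had log2 fold changes of -0.65, -0.71 and -0.72, with adjusted p-values of 0.590 to 0.593 from edgeR. In all 11, every KPhi library lay on one side of every control library, a separation that the choice of the list on these libraries favors.
Of the 83 group 4a sequences tested, 41 were higher and 42 lower, with 7 higher and 1 lower at an unadjusted p under 0.05. PC-5p-1305_1307 overlaps end to end with PC-5p-5939_350 and PC-3p-11122_193, which are other sequences of the table. Of the 11 that the study lists, 3 had an unadjusted p under 0.05, and 0 when C1 or T2 was left out or when libraries were scaled by their mappable reads. With that scaling, which moves the median of all tested sequences further below 0, the 8 higher sequences had log2 fold changes of 0.40 to 0.74.

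**Figure D3:**
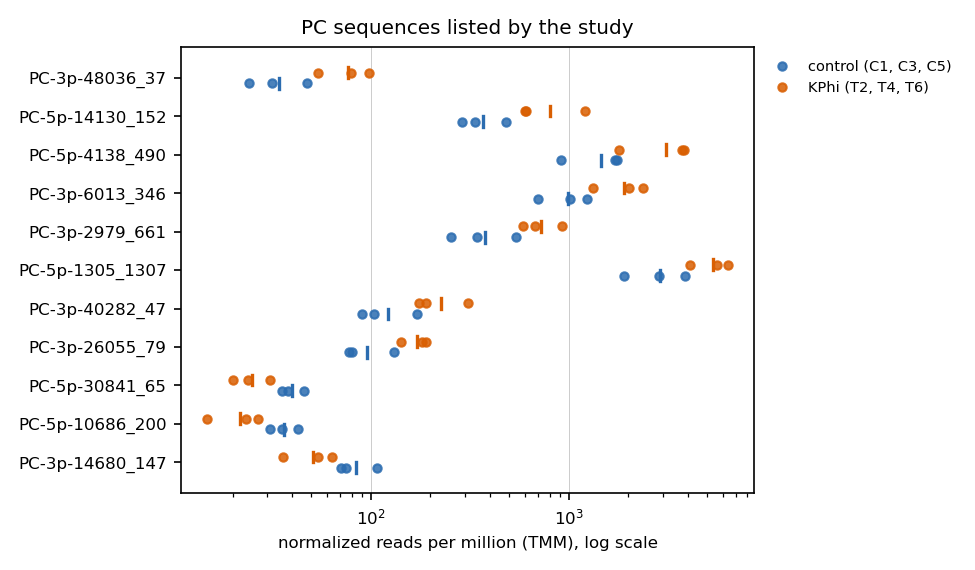
Normalized CPM (TMM, horizontal axis, log scale) of the PC sequences listed by the study in each of the 3 control (C1, C3, C5) and 3 KPhi libraries (T2, T4, T6). Points are libraries and vertical bars are group means; the groups do not overlap in any of the 11.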

To confirm the high-throughput sequencing data, stem loop qRT-PCR was performed for 7 of the differentially expressed miRNAs. A comparison of the results from qPCR with those from NGS revealed similar patterns of expression (Fig 4).

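On the sequencing side of this comparison, 6 of the 7 miRNAs were lower and 1 was higher after KPhi. With the study's formula, the log2 ratio of the mean deposited normalized values was -1.56 for stu-miR482a-3p, from 1389 ± 489 in control to 472 ± 138 in KPhi libraries (SD, n = 3 each). For stu-miR166b it was -1.34, from 63239 ± 8143 to 24929 ± 16556 (SD, n = 3 each). It was -1.22 for stu-miR171a-5p, -1.09 for stu-miR530_L-2R+2, -0.57 for stu-miR482c and -0.49 for stu-MIR7985-p5. PC-5p-1305_1307 (CTTTGTGAAATGACTTGAGA) was at 0.87, from 1155 ± 311 to 2108 ± 470 (SD, n = 3 each). In 6 of the 7 every KPhi library lay on one side of every control library (exact two-sided permutation test on log2 values, p = 0.1, the smallest p that 3 libraries against 3 allow). For stu-miR482c the groups overlapped (exact permutation test, p = 0.2). The 7 come from the list that the study chose on these same values, a choice that favors such a separation, so these p-values are not independent evidence.
The deposited normalized values are reads divided by 1 size parameter per library, which was 1.31 for C1, 0.868 for C3, 0.893 for C5, 0.853 for T2, 0.754 for T4 and 1.34 for T6. The paper's Methods describe a different scaling, by the clean reads of each library. By mappable reads the ratio of stu-miR482a-3p was -1.95. When the reads are scaled by the total of the table instead, the ratio of stu-MIR7985-p5 turns to 0.026 and that of stu-miR482c is -0.062, while by mappable reads they are -0.81 and -0.99. The qPCR measurements were not analysed here.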

**Fig 4:**
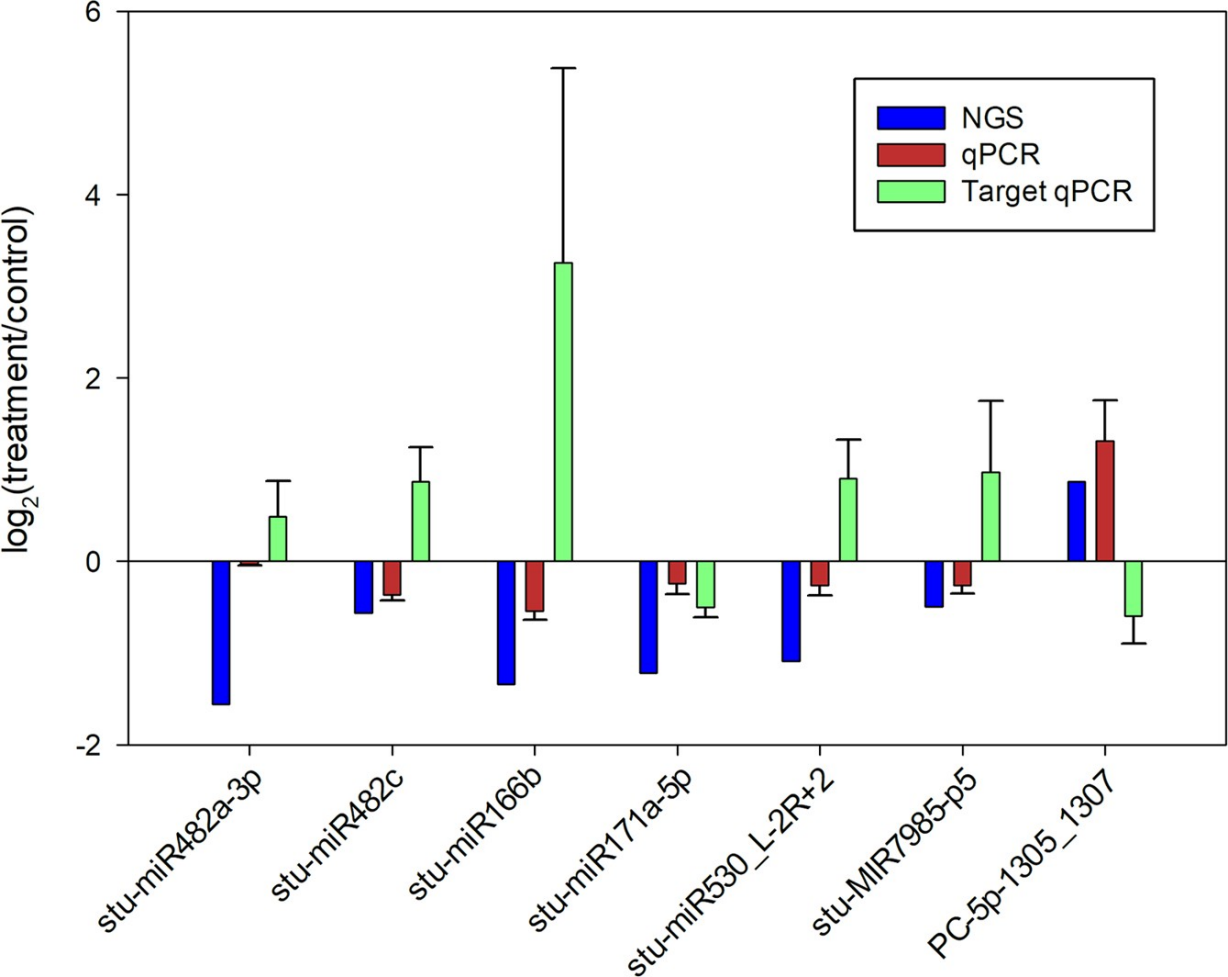
Validation of next generation sequencing (NGS) results for selected differentially expressed miRNAs and analysis of selected target genes. Quantitative real time PCR (qPCR) was performed to validate differentially expressed miRNAs (stu-miR482a-3p, stu-miR482c, stu-miR166b, stu-miR171a-5p, stu-miR530_L-2R+2, stu-MIR7985-p5, PC-5p-1305_1307) and targets (TIR-NBS-LRR resistance protein, Resistance protein PSH-RGH7, BZIP domain class transcription factor, Methylketone synthase Ib, Zinc knuckle (CCHC-type) family protein, Spotted leaf protein, F-box protein family). The EF1*α* gene was used as housekeeping. Three biological replicates were employed. Vertical bars represent the standard deviation of the mean (n  =  3).

### Target prediction and GO analysis

To elucidate the biological functions of KPhi differentially expressed miRNAs, mRNA sequence complementarity was assessed using the psRNATarget software. A total of 211 potential target genes were identified for the 14 conserved miRNAs, based on their perfect or near-perfect complementarity to their target mRNA sequences. For most of the differentially expressed miRNAs, more than one potential target gene was predicted. Additionally, several target genes (a total of 118) were identified for most of the potentially novel miRNAs. Most of the predicted targets belong to transcription factor gene families, such as bZip, GRAS, AP2, REV HD-ZipIII, ARF, among others. 

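In the study's S4 Table, the 3 listed miR166 sequences with the mature 3' arm (stu-miR166b, sly-miR166c-3p_R+1 and sly-miR166a_R+1) each have 14 predicted targets, of which 13 were counted as transcription factors, 5 of them annotated only as DNA binding protein and the others with names such as PHAVOLUTA-like HD-ZIPIII protein. stu-miR482a-3p and stu-miR482c have 48 and 32 predicted targets, of which 27 and 24 were counted as resistance proteins. These include proteins annotated only by leucine-rich repeats, 5 of them for stu-miR482c. stu-miR530_L-2R+2 has 23, stu-MIR7985-p5 has 41, and among the PC sequences PC-5p-1305_1307 has 41 and PC-5p-4138_490 has 22. All of these except PC-5p-1305_1307 and PC-5p-4138_490 had lower levels after KPhi by TMM.
Counted by annotation words, which were chosen after the annotations had been read, 35 of the 329 distinct targets (10.6%) are transcription factors, with 5 annotated only as DNA binding protein among them, 48 (14.6%) fall in the resistance protein class, 45 (13.7%) are of unknown function and 201 (61.1%) are other proteins. The resistance protein class also took in proteins annotated only by leucine-rich repeats, and 3 RIN4 family proteins predicted for stu-miR398b-3p. For the 14 known miRNAs 23 of 211 targets are transcription factors, and for the PC sequences 12 of 118. The table holds targets for 24 of the 25 miRNAs, and 22 of them have more than 1. For each of the 24, the sequence used for the prediction is the one in the deposited miRNA table. The predictions rest on sequence complementarity and were not tested on these libraries.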

Other miRNAs were predicted to target genes involved in the regulation of plant metabolism and stress responses. Detailed annotations of these results are presented in S4 Table.

Some of the miRNA predicted targets were analyzed by qPCR (Fig 4, Table 2). These results showed that 6 of the analyzed targets followed a negatively correlated expression pattern with their miRNAs. However, miRNA171a-5p target (methylketone synthase Ib) expression, was not consistent with its miRNA down-regulation (Fig 4).

**Table 2:** Selected differentially expressed miRNAs after KPhi treatment and targets.

miRNA	Differential expression under KPhi treatment	Target accession	Target description
**stu-miR482a-3p**	Down-regulation	PGSC0003DMT400053047	TIR-NBS-LRR resistance protein
**stu-miR482c**	Down-regulation	PGSC0003DMT400012486	Resistance protein PSH-RGH7
**stu-miR166b**	Down-regulation	PGSC0003DMT400074934	BZIP domain class transcription factor
**stu-miR171a-5p**	Down-regulation	PGSC0003DMT400066685	Methylketone synthase Ib
**stu-miR530_L-2R+2**	Down-regulation	PGSC0003DMT400002883	Zinc knuckle (CCHC-type) family protein
**stu-MIR7985-p5**	Down-regulation	PGSC0003DMT400062931	Spotted leaf protein
**PC-5p-1305_1307**	Up-regulation	PGSC0003DMT400027717	F-box family protein

To further analyze the biological function of miRNA targets, GO analysis was performed. The highest percentage of genes falls into defense response, regulation of transcription, and signal transduction categories (biological process group). Cellular components and molecular functions of most of the genes are consistent with their biological process group (Fig 5, S5 Table)

**Fig 5:**
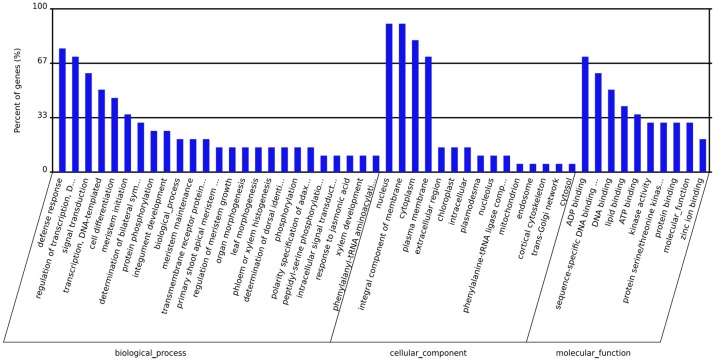
Gene ontology analysis of differentially expressed miRNA targets. All identified target genes were classified according to their Biological process (BP), Molecular function (MF), and Cellular component (CC) based on GO enrichment analysis. Statistical significance was set to p<0.05.

### *In-silico* analysis of cis-elements present in KPhi responsive miRNA promoters

Several stress responsive cis-elements were identified *in-silico* in promoters of potassium phosphite differentially expressed miRNAs (Fig 6): anaerobic response element (ARE), element sensitive to the fungal inducer (Box-W1), MYB binding site related to the abiotic stress (MBS) and its stress-related binding site MYBHv1 (CCAAT-box), MYB binding site involved in the regulation of flavonoid biosynthetic genes (MBSII), enhancer element involved in specific anoxic inducibility (GC-motif), cis-acting element involved in heat stress response (HSE), low temperature response element (LTR), repetitions rich in TC involved in defense and response to stress (TC-reach repeats), wound-sensitive element (WUN), UV light stress related cis-elements (box I and box G). All miRNAs presented more than one stress related cis-elements in their promoter regions, suggesting they might participate in multiple stress response signaling pathways, and some of them were in multiple copy numbers. In addition to stress-related elements, most of the KPhi differentially expressed miRNAs presented motifs associated to phytohormones: element sensitive to abscisic acid (ABRE), cis-acting regulatory element involved in the methyl jasmonic acid response (TGACG-motif), ethylene sensitive element (ERE), cis-acting element involved in the response to salicylic acid (TCA element), auxin-sensitive element (TGA element), cis-acting elements involved gibberellin response (GARE motif, P-box and TATC box).

**Fig 6:**
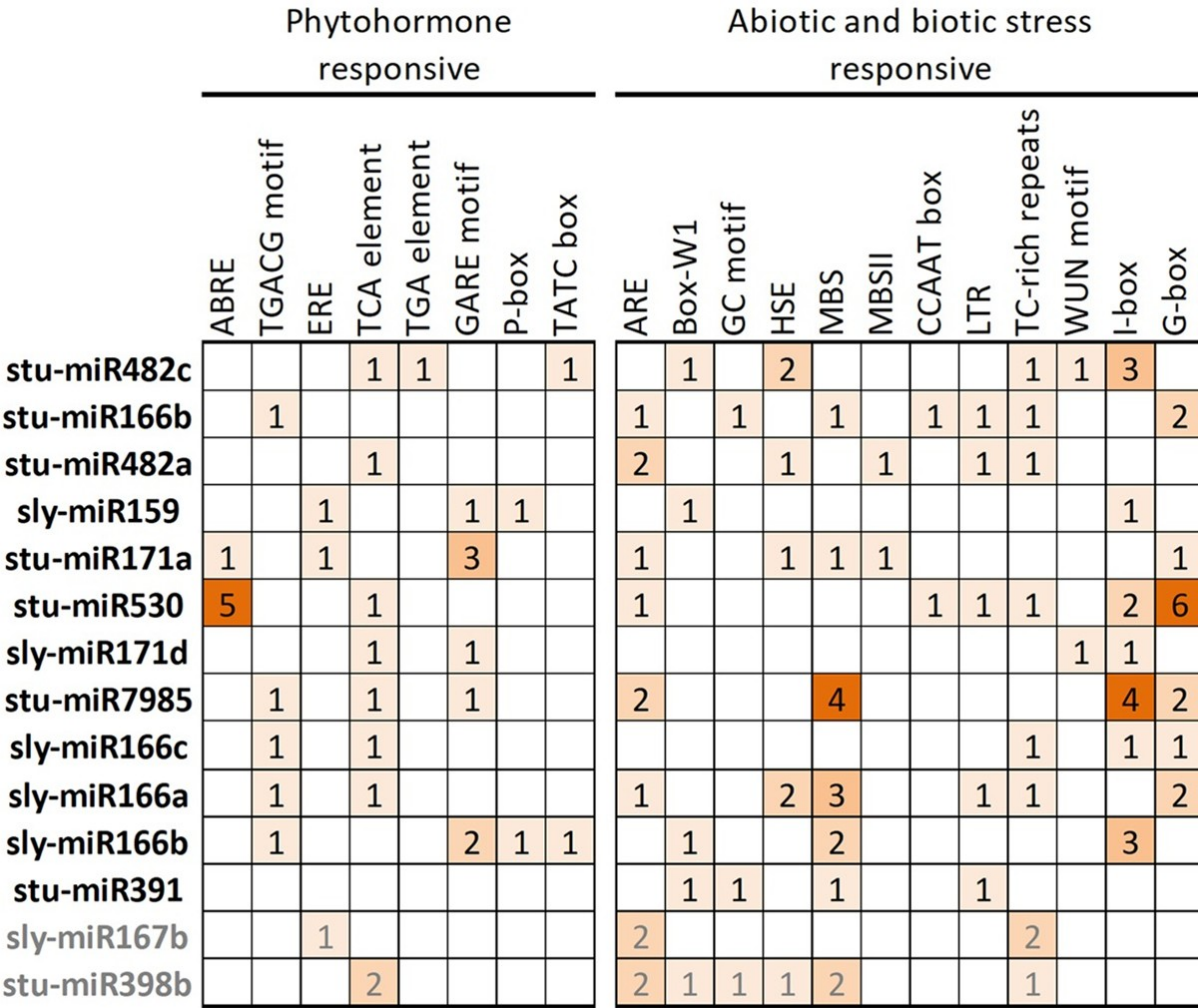
*In silico* identification of cis-elements in the promoters of KPhi differentially expressed miRNAs. The promoters of pre-miRNAs were analyzed *in silico* using the web available program PlantCARE (bioinformatics.psb.ugent.be/webtools/plantcare/html). Down-regulated and up-regulated miRNAs are shown in black and grey, respectively. The numbers represent total well characterized cis-acting elements per miRNA.

## Discussion

Despite the available information about the stress protective effect of KPhi on different crops, the mode of action is unclear and the target/effector molecules in the plant are still unknown. The present study aimed to gain an insight into the complex mechanisms of action of KPhi. To achieve this objective, we performed a sequencing analysis to determine changes in miRNA expression and analyzed their targets in potato leaves treated with KPhi. Additionally, to identify common cis-elements involved in miRNA regulation, we analyzed their promoters *in-silico*.

High-throughput sequencing results revealed the presence of 206 unique miRNAs belonging to potato, and 42 unique miRNAs from tomato, but not previously described in potato. Additionally, a total of 288 potential new miRNAs were identified. Differential expression analysis showed changes in the relative abundance of 25 miRNAs after KPhi treatment, 14 of them belonging to known *Solanaceae* miRNA families and 11 of them being potential novel miRNAs. qPCR results were consistent with NGS differential expression analysis for 7 miRNAs (stu-miR482a-3p, stu-miR482c, stu-miR166b, stu-miR171a-5p, stu-miR530_L-2R+2, stu-MIR7985-p5, PC-5p-1305_1307).

The analysis of putative target genes of miRNAs responsive to KPhi treatment gave an insight into the potential mechanisms and effectors of this compound. In this context, we analyzed the expression of 7 target genes: TIR-NBS-LRR resistance protein, Resistance protein PSH-RGH7, BZIP domain class transcription factor, Methylketone synthase Ib, Zinc knuckle (CCHC-type) family protein, Spotted leaf protein and, F-box family protein (Table 2). qPCR results showed that these genes were negatively correlated with the expression pattern of their complementary miRNA, with the exception of the putative target of miR171a-5p (methylketone synthase Ib). The unexpected behavior of the analyzed methylketone synthase gene might indicate that other regulatory mechanisms prevail over miR171 regulation, in the conditions of the present study (KPhi treatment), or that methylketone synthase is not a miRNA171 target in this system thus, miR171 might exert its action through other untested target genes.

The target genes analyzed in this work are mainly involved in plant defense mechanisms. For instance, it is known that bZIP transcription factors (miR166b targets) are involved in both abiotic and biotic stress responses [26]. Zhou *et al*. (2018) have described a potato bZIP transcription factor (StbZIP61) that regulates the biosynthesis of salicylic acid (SA) in the defense response against *P*. *infestans* [27]. Moreover, putative targets of miR482a-3p and miR482c PSH-RGH7 resistance and TIR-NBS-LRR resistance proteins, respectively, belong to the class of characterized disease resistance genes (R genes). Plant R genes encode nucleotide-binding site leucine-rich repeat (NBS-LRR) proteins postulated to be involved in the detection of diverse specialized effectors from pathogens such as bacteria, viruses, fungi, nematodes, insects and oomycetes [28–31]. Despite the fact that in various plant species, computational analyses predicted a high number of genes regulated by miRNAs, a few of them were validated in potato. In this work, we validated in potato, one of the predicted targets genes for stu-miR530_L-2R+2, a Zinc Knuckle (CCHC-type) family protein. Zinc Knuckle are zinc finger proteins containing a characteristic motif with two short β-strands joined by a turn. The expression of a potato zinc finger protein gene, StZFP1, has been reported to increase upon biotic and abiotic stress, and after exogenous ABA application [32]. Although miR530 has been shown to target a zinc knuckle protein in rice [33], there are no previous reports available in potato. stu-MIR7985-p5 was differentially expressed after KPhi treatment and targeted a Spotted Leaf protein (SLp). Spotted Leaf proteins are U-box domain proteins that have been described to participate in the regulation of cell death and defense response mechanisms [34,35]. Zhang *et al*. (2013) have identified miR7985 in *Solanum tuberosum* by high-throughput sequencing [18], however, we report for the first time that this miRNA targets an SLp protein in potato.

We have validated the differential expression of PC-5p-1305_1307, a putative novel miRNA that was up-regulated after KPhi treatment. This potential miRNA targets, and negatively regulates an F-box protein. F-box proteins are key factors in phytohormone perception and stress signaling, photoperiodism, and metabolism regulation [36]. Our results are in accordance with previous works that have reported, in Arabidopsis plants exposed to UV-B radiation, the suppressed expression of 4 F-box proteins, resulting in enhanced polyphenol levels, suggesting that they are involved in tolerance mechanisms against UV-B abiotic stress [37].

Interestingly, most of the predicted target genes for the potential novel miRNAs described in this work belong to genes involved in plant defense reactions (S4 Table) and might play an important role in the regulation of the molecular events mediated by KPhi. Further experiments such as the validation of the potential new miRNAs and, a degradome analysis must be performed to analyze the battery of target genes that are differentially expressed after KPhi treatment.

In order to gain information about the possible regulation of KPhi responsive miRNAs, the presence of well characterized cis-acting elements in the promoters of pre-miRNAs was analyzed *in-silico*. We focused on cis-elements involved in biotic and abiotic stress and phytohormone responsiveness. Noteworthy, cis-elements that respond to phytohormones, fungal elicitors and stress were found in the promoters of most pre-miRNAs. A few stress-related cis-elements were found in most of KPhi responsive miRNAs (ARE, MBS, TC rich repeat, I box, and G-box). Regarding phytohormone responsiveness, TCA, a cis-element responsive to phytohormones, was present in most differentially expressed miRNAs. Interestingly, stu-miR530_L-2R+2 has 8 light-responsive elements (G-box and I-box) and 5 ABA-regulated sites. stu-MIR7985-p5 has 4 abscisic acid inducible cis-elements (MBS), while miRNAs stu-miR166b, sly-miR159, stu-miR482c, stu-miR398b, and sly-miR167b have a Box-W1, a motif responsive to, a motif responsive to fungal elicitors and wounding.

The results presented in this work are consistent with the protective function of KPhi in potato described previously elsewhere. The diversity of differentially expressed miRNAs and the variety of cis-elements present in their promoters suggest that miRNAs are likely to participate in KPhi-dependent induction of a plethora of defense pathways [5–7,11,38–40]. It has also been reported that these responses are dependent on the action of phytohormones such as SA, jasmonic acid (JA), auxins, and ethylene [10,41,42]. The cross-talk between hormone signaling pathways in plants has been extensively documented [43,44]. In this scenario, phosphites might be a part of the intricate network of hormones/effectors activated as a defensive response upon stress.

In summary, miRNAs that respond to KPhi treatment have a wide range of functions in plants, as their predicted target genes. These results are consistent with the number and diversity of responses that KPhi triggers in potato. In this work, we provide evidence that the amplitude of responses associated with KPhi treatment can be, at least in part, explained by the diversity of miRNAs that are differentially expressed.

This is to our knowledge the first analysis of responsive miRNAs to a biocompatible stress resistance inducer as KPhi in potato. Additionally, we validated for the first time two predicted targets for potato miRNAs and a potential novel miRNA. Further characterization of these miRNAs and their target genes, might help to elucidate the molecular mechanisms underlying KPhi-induced resistance. This might in turn, aid in the design of genetically engineered potatoes to achieve a product with enhanced resistance to environmental stress.

## Supporting information

S1 Table miRNAs and target genes primers. 

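The stem-loop primers of S1 Table were set against the sequences of the deposited miRNA table. A stem-loop primer carries a short 3' overhang that pairs with the 3' end of 1 miRNA, and the last 6 nt of all 7 primers are the reverse complement of the last 6 nt of the sequence in the table, TAGGAA for stu-miR482a-3p and TTGGCA for stu-miR482c. The qPCR primer holds the first 16 nt of the miRNA in 6 of the 7 and 15 nt for stu-MIR7985-p5, after a 5' extension. stu-miR482a-3p (TTTCCAATTCCACCCATTCCTA) and stu-miR482c (TTTCCTATTCCACCCATGCCAA) differ in their 3' ends, where the overhangs bind. For 5 of the 7 miRNAs S1 Table gives the target of Table 2. For stu-miR482a-3p and stu-miR482c the targets, a TIR-NBS-LRR resistance protein and the resistance protein PSH-RGH7, are exchanged between the tables, and S4 Table lists both targets for both miRNAs.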

(DOC)

S2 Table RNA seq library reads.

S3 Table miRNAs differential expression.

S4 Table Target prediction.

S5 Table GO analysis.

## References

[1] FAO STAT Food and Agriculture Organization: Crops statistics database. FAO Prod Stat. 2017 www.fao.org/faostat

[2] AroraRK, SharmaS, SinghBP. Late blight disease of potato and its management. Potato J. 2014; 4: 16–40.

[3] Importance of potato late blight in Argentina, and the effect of fungicide treatments on yield increments over twenty years. Cien Inv Agr. 2009;36: 115–122. 10.4067/S0718-16202009000100011

[4] Trejo-TéllezLI, Gómez-MerinoFC. Phosphite as an inductor of adaptive responses to stress and stimulator of better plant performance In: VatsS, editor. Biotic and Abiotic Stress Tolerance in Plants. Springer, Singapore 2018 10.1007/978-981-10-9029-5_8

[5] LobatoMC, OlivieriFP, AltamirandaEAG, WolskiEA, DaleoGR, CaldizDO, et al Phosphite compounds reduce disease severity in potato seed tubers and foliage. Eur J Plant Pathol. 2008;122: 349–358. 10.1007/s10658-008-9299-9

[6] LobatoMC, MachinandiarenaMF, TambascioC, DosioGAA, CaldizDO, DaleoGR, et al Effect of foliar applications of phosphite on post-harvest potato tubers. Eur J Plant Pathol. 2011;130: 155–163. 10.1007/s10658-011-9741-2

[7] OlivieriFP, FeldmanML, MachinandiarenaMF, LobatoMC, CaldizDO, DaleoGR, et al Phosphite applications induce molecular modifications in potato tuber periderm and cortex that enhance resistance to pathogens. Crop Prot. 2012;32: 1–6. 10.1016/j.cropro.2011.08.025

[8] BurraDD, BerkowitzO, HedleyPE, MorrisJ, ResjöS, LevanderF, et al Phosphite-induced changes of the transcriptome and secretome in *Solanum tuberosum* leading to resistance against *Phytophthora infestans*. BMC Plant Biol. 2014;14: 1–17. 10.1186/1471-2229-14-125270759PMC4192290

[9] EshraghiL, AndersonJ, AryamaneshN, ShearerB, MccombJ, HardyGESJ, et al Phosphite primed defense responses and enhanced expression of defense genes in *Arabidopsis* thaliana infected with *Phytophthora cinnamomi*. Plant Pathol. 2011;60: 1086–1095. 10.1111/j.1365-3059.2011.02471.x

[10] MachinandiarenaMF, LobatoMC, FeldmanML, DaleoGR, AndreuAB. Potassium phosphite primes defense responses in potato against *Phytophthora infestans*. J Plant Physiol. 2012;169: 1417–1424. 10.1016/j.jplph.2012.05.005 22727804

[11] OyarburoNS, MachinandiarenaMF, FeldmanML, DaleoGR, AndreuAB, OlivieriFP. Potassium phosphite increases tolerance to UV-B in potato. Plant Physiol Biochem. 2015;88: 1–8. 10.1016/j.plaphy.2015.01.003 25596554

[12] Dugas DV., BartelB. MicroRNA regulation of gene expression in plants. Curr Opin Plant Biol. 2004;7: 512–520. 10.1016/j.pbi.2004.07.011 15337093

[13] SunkarR. MicroRNAs with macro-effects on plant stress responses. Semin Cell Dev Biol. 2010;21: 805–811. 10.1016/j.semcdb.2010.04.001 20398781

[14] Jones-RhoadesMW, BartelDP, BartelB. MicroRNAS and their regulatory roles in plants. Annu Rev Plant Biol. 2006;57: 19–53. 10.1146/annurev.arplant.57.032905.105218 16669754

[15] SongX, LiY, CaoX, QiY. microRNAs and their regulatory roles in plant-environment interactions. Annu Rev Plant Biol. 2019;70: 1–37. 10.1146/annurev-arplant-050718-10014330848930

[16] Jones-RhoadesMW, BartelDP. Computational identification of plant microRNAs and their targets, including a stress-induced miRNA. Mol Cell. 2004;14: 787–799. 10.1016/j.molcel.2004.05.027 15200956

[17] DeviKJ, ChakrabortyS, DebB, RajwanshiR. Computational identification and functional annotation of microRNAs and their targets from expressed sequence tags (ESTs) and genome survey sequences (GSSs) of coffee (*Coffea arabica L*.). Plant Gene. 2016;6: 30–42. 10.1016/j.plgene.2016.03.001

[18] ZhangR, MarshallD, BryanGJ, HornyikC. Identification and characterization of miRNA transcriptome in potato by high-throughput sequencing. PLoS One. 2013;8 10.1371/journal.pone.0057233 23437348PMC3578796

[19] LakhotiaN, JoshiG, BhardwajAR, Katiyar-AgarwalS, AgarwalM, JagannathA, et al Identification and characterization of miRNAome in root, stem, leaf and tuber developmental stages of potato (*Solanum tuberosum L*.) by high-throughput sequencing. BMC Plant Biol. 2014;14: 1–16. 10.1186/1471-2229-14-124397411PMC3913621

[20] ZhangW, LuoY, GongX, ZengW, LiS. Computational identification of 48 potato microRNAs and their targets. Comput Biol Chem. 2009;33: 84–93. 10.1016/j.compbiolchem.2008.07.006 18723398

[21] DaiX, ZhaoPX. PsRNATarget: A plant small RNA target analysis server. Nucleic Acids Res. 2011;39: 155–159. 10.1093/nar/gkq76621622958PMC3125753

[22] Varkonyi-GasicE, WuR, WoodM, WaltonEF, HellensRP. Protocol: A highly sensitive RT-PCR method for detection and quantification of microRNAs. Plant Methods. 2007;3: 1–12. 10.1186/1746-4811-3-117931426PMC2225395

[23] LivakKJ, SchmittgenTD. Analysis of relative gene expression data using real time quantitative PCR and the 2∆∆C(T) Method. Methods. 2001;25(4): 402–408. 10.1006/meth.2001.1262 11846609

[24] PfafflMW, HorganGW, DempfleL. Relative expression software tool (REST) for group-wise comparison and statistical analysis of relative expression results in real-time PCR. Nucleic Acids Res. 2002;30: e36 10.1093/nar/30.9.e36 11972351PMC113859

[25] LescotM. PlantCARE, a database of plant cis-acting regulatory elements and a portal to tools for in silico analysis of promoter sequences. Nucleic Acids Res. 2002;30: 325–327. 10.1093/nar/30.1.325 11752327PMC99092

[26] AlvesMS, DadaltoSP, GonçalvesAB, De SouzaGB, BarrosVA, FiettoLG. Plant bZIP transcription factors responsive to pathogens: A review. Int J Mol Sci. 2013;14: 7815–7828. 10.3390/ijms14047815 23574941PMC3645718

[27] ZhouXT, JiaLJ, WangHY, ZhaoP, WangWY, LiuN, et al The potato transcription factor StbZIP61 regulates dynamic biosynthesis of salicylic acid in defense against Phytophthora infestans infection. Plant J. 2018;95: 1055–1068. 10.1111/tpj.14010 29952082

[28] NandetyRS, CaplanJL, CavanaughK, PerroudB, WroblewskiT, MichelmoreRW, et al The role of TIR-NBS and TIR-X proteins in plant basal defense responses. Plant Physiol. 2013; 162: 1459–1472. 10.1104/pp.113.219162 23735504PMC3707564

[29] LeeJJ, ParkKW, KwakYS, AhnJY, JungYH, LeeBH, et al Comparative proteomic study between tuberous roots of light orange- and purple-fleshed sweetpotato cultivars. Plant Sci. 2012;193–194: 120–129. 10.1016/j.plantsci.2012.06.003 22794925

[30] SlootwegE, KoropackaK, RoosienJ, DeesR, OvermarsH, LankhorstRK, et al Sequence exchange between homologous NB-LRR genes converts virus resistance into nematode resistance, and vice versa. Plant Physiol. 2017;175: 498–510. 10.1104/pp.17.00485 28747428PMC5580749

[31] JiangN, MengJ, CuiJ, SunG, LuanY. Function identification of miR482b, a negative regulator during tomato resistance to *Phytophthora infestans*. Hortic Res. Springer US. 2018; 5 10.1038/s41438-018-0017-2 29507733PMC5830410

[32] TianZD, ZhangY, LiuJ, XieCH. Novel potato C2H2-type zinc finger protein gene, StZFP1, which responds to biotic and abiotic stress, plays a role in salt tolerance. Plant Biology. 2010;12: 689–697. 10.1111/j.1438-8677.2009.00276.x 20701691

[33] SunW, XuXH, WuX, WangY, LuX, et al Genome-wide identification of microRNAs and their targets in wild type and phyB mutant provides a key link between microRNAs and the phyB-mediated light signaling pathway in rice. Front Plant Sci. 2015;6: 372 10.3389/fpls.2015.00372 26074936PMC4448008

[34] ZengLR, QuS, BordeosA, YangC, BaraoidanM, YanH, et al Spotted leaf11, a negative regulator of plant cell death and defense, encodes a U-Box/Armadillo repeat protein endowed with E3 ubiquitin ligase activity. Plant Cell Online. 2004;16: 2795–2808. 10.1105/tpc.104.025171 15377756PMC520972

[35] YamanouchiU, YanoM, LinH, AshikariM, YamadaK. A rice spotted leaf gene, Spl7, encodes a heat stress transcription factor protein. 2002;99: 7530–7535. 10.1073/pnas.112209199PMC12427412032317

[36] ZhangX, Gonzalez-CarranzaZH, ZhangS, MiaoY, LiuC-J, RobertsJA. F-Box proteins in plants. Annu Plant Rev. 2019; 1–21. 10.1002/9781119312994.apr0701

[37] ZhangX, GouM, GuoC, YangH, LiuC-J. Down-regulation of Kelch domain-containing F-Box protein in *Arabidopsis* enhances the production of (poly)phenols and tolerance to ultraviolet radiation. Plant Physiol. 2014;167: 337–350. 10.1104/pp.114.249136 25502410PMC4326750

[38] BengtssonT, WeighillD, Proux-WéraE, LevanderF, ResjöS, BurraDD, et al Proteomics and transcriptomics of the BABA-induced resistance response in potato using a novel functional annotation approach. BMC Genomics. 2014;15: 1–19. 10.1186/1471-2164-15-124773703PMC4234511

[39] Lim S. Analysis of changes in the potato leaf proteome triggered by phosphite reveals functions associated with induced resistance against *Phytophthora infestans* Thesis. Dalhousie University. 2012; Available from: http://dalspace.library.dal.ca/handle/10222/15859

[40] LimS, BorzaT, PetersRD, CoffinRH, Al-MughrabiKI, PintoDM, et al Proteomics analysis suggests broad functional changes in potato leaves triggered by phosphites and a complex indirect mode of action against *Phytophthora infestans*. J Proteom. 2013;93: 207–23. 10.1016/j.jprot.2013.03.01023542353

[41] EshraghiL, AndersonJP, AryamaneshN, McCombJA, ShearerB, Hardy GSJE. Suppression of the auxin response pathway enhances susceptibility to *Phytophthora cinnamomi* while phosphite-mediated resistance stimulates the auxin signalling pathway. BMC Plant Biol. 2014;14: 1–15. 10.1186/1471-2229-14-124649892PMC3999932

[42] MassoudK, BarchiettoT, Le RudulierT, PallandreL, DidierlaurentL, GarmierM, et al Dissecting phosphite-induced priming in *Arabidopsis* infected with *Hyaloperonospora arabidopsidis*. Plant Physiol. 2012;159: 286–298. 10.1104/pp.112.194647 22408091PMC3375965

[43] TsudaK, SomssichIE. Transcriptional networks in plant immunity. New Phytol. 2015;206: 932–947. 10.1111/nph.13286 25623163

[44] CheckerVG, KushwahaHR, KumariP, YadavS. Role of phytohormones in plant defense: Signaling and cross talk. Mol Asp Plant-Pathogen Interact. 2018; 159–184. 10.1007/978-981-10-7371-7_7

# Supplementary material for: Identification of potassium phosphite responsive miRNAs and their targets in potato
**Source:** PLoS One. 2019 Sep 12;14(9):e0222346. doi: 10.1371/journal.pone.0222346
**Supplement:** S1 Table

**Table S1. Sequences of stem-loop, miRNA specific, Universal primers, and targets forward and reverse primers.**

| **miRNA** | **Stem-Loop RT primer** | **qPCR primer** | **Target accession** | **Description** | **qPCR forward primer** | **qPCR reverse primer** |
| --- | --- | --- | --- | --- | --- | --- |
| **stu-miR482a-3p** | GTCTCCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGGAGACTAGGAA | GGCGGTTTCCAATTCCACCCA | PGSC0003DMT400012486 | Resistance protein PSH-RGH7 | GATGCACCAAGGGAAAGAAA | CCAGGCAACAAATCCTCATT |
| **stu-miR482c** | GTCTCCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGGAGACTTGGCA | GGCGGTTTCCTATTCCACCCA | PGSC0003DMT400053047 | Tir-nbs-lrr resistance protein | GGCAAAACACAAGGAACGAT | CAGTCAGTGCTGCTTTCCAA |
| **stu-miR166b** | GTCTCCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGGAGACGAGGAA | GGCGGTCGGACCAGGCTTCAT | PGSC0003DMT400074934 | BZIP domain class transcription factor | CCTTTTTGGGTGTTGAGGAA | GACGACGGAGTGAACTAGGC |
| **stu-miR171a-5p** | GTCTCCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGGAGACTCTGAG | GGCGGTATTGGCCTGGTTCAC | PGSC0003DMT400066685 | Methylketone synthase Ib | GGTTCCGCTAATGGAGTTCA | GGCATCAGAGCAGTGACAAA |
| **stu-miR530_L-2R+2** | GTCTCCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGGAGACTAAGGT | GGCGGTGCATTTGCACCTGCA | PGSC0003DMT400002883 | Zinc knuckle (CCHC-type) family protein | CGCTGTAGGTGCAGGTGTAA | GCCACTCTCAGCACATTTGA |
| **stu-MIR7985-p5** | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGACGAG | GTATACTTTGCCTTCTGGGTC | PGSC0003DMT400062931 | Spotted leaf protein | GTCAATAGTGGTGCGGAGGT | CTTCTTTGCTTGGCTGGTTC |
| **PC-5p-1305_1307** | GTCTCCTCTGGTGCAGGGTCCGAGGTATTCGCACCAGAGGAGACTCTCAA | GGCGGCTTTGTGAAATGACTT | PGSC0003DMT400027717 | F-box protein family | TTTGACTTGCAGGCACTGAC | AAACAGGGTGGTGGACAAAG |
| **Universal reverse primer** | TGGTGCAGGGTCCGAGGTATT |  |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

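Small RNA of potato leaves (cv. Shepody) was sequenced from 3 control libraries (C1, C3 and C5, plants sprayed with water) and 3 KPhi libraries (T2, T4 and T6), collected 72 h after spraying, each a biological replicate by the paper's statement. The conditions were taken from the library labels. No samples were left out. The control and KPhi libraries share no replicate number and the labels do not say whether any are paired, so the comparison was unpaired.
The authors made TruSeq small RNA libraries, sequenced them single-end on a HiSeq and processed the reads with ACGT101-miR, whose version is not given. They removed reads without a 3' adapter, junk reads and reads outside 15 to 32 nt, and the deposited count of reads at each of these steps is a whole number per library. The authors mapped the sequences by BLAST to potato and tomato precursors of miRBase and to the potato genome, with hairpin prediction by RNAfold. The deposited expected counts (fractional reads per sequence and library) come from this step, before normalization, with some reads split between sequences by a rule that the text does not name. The authors' deposited normalized values (signal) are these reads divided by 1 library size parameter per library, with 0.001 written for 0 reads, and are not CPM. The authors' deposited p-value per sequence comes from their own test on normalized values, and the deposited table separates the sequences at p 0.1. All 4 units were checked on the values.
The mappable reads of the 6 libraries were 5434422, 4747153 and 4133739 in C1, C3 and C5 and 8025802, 4390887 and 5945775 in T2, T4 and T6, and 7.78% of them were in the miRNA table. Reads were rounded to whole numbers for tests that need counts. Sequences with at least 10 reads in at least 3 libraries were tested with edgeR 4.0.16 (TMM factors 0.9465, 0.7456 and 0.8948 for C1, C3 and C5 and 0.9164, 1.8493 and 0.9343 for T2, T4 and T6, quasi-likelihood test), with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors of log2 fold changes come from the same model. Reads of 50 miRNA families were summed over their members and tested in the same way. Of 14 lists of miRNA families, the 9 with at least 2 tested members were tested with fry of limma 3.58.1 on voom values. The lists were fixed by the known targets of the families before the deposited data were examined, but the values of S2 and S3 Tables had been seen. They hold sequences of both arms, so a member need not have the targets of its family. fry asks whether the members move, on balance, in one direction, and camera with an estimated and with its preset correlation was the alternative. Shares of reads and normalized values of single miRNAs were compared by exact two-sided permutation tests, which with 3 libraries against 3 give no p below 0.1. R 4.3.3, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.
The test was tried on simulated data in which 200 sequences were changed, in 10 simulations. With no change simulated it made 0 calls at an adjusted p under 0.05. The list of NBS-LRR and receptor-like resistance genes, the longest with 17 tested members, was called in 100% of the simulations when all its members changed 4-fold. Counts were drawn independently for each sequence. Shorter lists and smaller changes of a list were not simulated, so this does not give the power for them.
The sequences named in the text are the 25 that the study lists, the 10 with the smallest unadjusted p, the 10 with the most reads, and the families with the 5 smallest p-values and the 5 largest read totals. This rule was written before the data were examined, but the values of S2 and S3 Tables had been seen. Other sequences are named where a list or a count needed them, after their values were seen.
The alternatives were RLE size factors, library size only, mappable reads, the authors' library size parameters, no filter, 10 reads in every library, robust dispersion, DESeq2, limma-trend on log2 of the normalized value plus 1, the study's own test, leaving out group 4a and leaving out each library in turn. A filter on a mean deposited normalized value of 10 was added after the data were seen.
Targets in S4 Table were counted by annotation words. The primers of S1 Table were compared with the deposited sequences. The qPCR values and the promoter elements have no deposited data and were left out. The GO analysis, given in S5 Table, was not repeated. No potato genome sequence was at hand, so no position in the genome is given and matches of group 4a sequences to ribosomal RNA were not tested.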

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

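Each of the 6 sequences below is outside the 25 that the study lists and had a higher level in KPhi than in control libraries at an unadjusted p under 0.05, with an adjusted p = 0.470 from edgeR. The weighing of reads split between sequences was planned before its result was seen, and the counts for the rest of these families were chosen after it.
sly-miR5300 (TCCCCAGTCCAGGCATTCCAAC), of a family that targets NBS-LRR resistance genes, had a log2 fold change of 2.00 (standard error 0.78), with 81138 normalized CPM in T2 and 7594 to 11090 in the other 5 libraries. sly-miR396a-5p, of a family that targets GRF transcription factors, had a log2 fold change of 2.56 (standard error 0.96), with 15015 in T2 and 559 to 1472 in the others. Without T2 the values were 0.26 (standard error 0.42) and 0.19 (standard error 0.54), so both differences rest on this library. With reads split between near-identical sequences, a candidate explanation, the family totals would not stand out in T2, and relative to mappable reads the larger ratio of T2 to the highest other library was 1.51, for miR396, and 0.838 for miR482 and miR5300 together, but the single sequences, with ratios of 4.00 and 4.19, are too small a part of these totals in the other libraries for the test to decide. The other miR396 sequences were not lower in T2 (788 CPM of mappable reads, and 145 to 777 in the other libraries). The miR482 sequences were lower there (229723 CPM of the table's reads outside miR166 and miR5300, and 259703 to 334041 in the other libraries). The miR5300 family alone held 45521 reads, 45415 of them from sly-miR5300. Its total was 81198 normalized CPM in T2 and 7632 to 11167 in the others, which argues against a split within this family. A split with miR482 sequences, or among those of miR396, stays open. So do a difference of T2 in its RNA or library and a response of this replicate to KPhi, neither of which was tested.
PC-3p-10278_209 (ATGGCGTGGTCCGCGAGCGGCGGC) had a log2 fold change of 2.26 (standard error 0.81), with 796 normalized CPM in T2, and 0.66 (standard error 0.61) without T2. PC-3p-11753_182, the same sequence with 1 more base at its 5' end, had a log2 fold change of 2.28 (standard error 0.84), and 1.25 (standard error 0.69) without T2. PC-3p-33922_58 had a log2 fold change of 2.22 (standard error 0.75), and 1.88 (standard error 0.75) without T2. PC-3p-4776_430 had a log2 fold change of 1.84 (standard error 0.77), with 736 normalized CPM in T4, and 0.69 (standard error 0.64) without T4.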

How the results depend on the processing

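The mean normalized value of 10 was the only alternative chosen after the data were seen, and it gave 21 sequences at an unadjusted p under 0.05. Over the alternatives other than leaving out a library, 338 of 349 log2 fold changes of 40 named sequences kept their direction and their side of an adjusted p of 0.05, as did 77 of 79 for 9 family totals and 56 of 61 for 9 list medians. With 1 library left out, 226 of 234, 53 of 54 and 49 of 52 did. The cause of the changes below was not tested, except that no filter and 10 reads in every library change how many sequences are tested (841 and 90 in place of 165) and leaving out a library leaves fewer samples.
Sequences past an adjusted p of 0.05 were 0 by edgeR (16 at an unadjusted p under 0.05), by DESeq2 and by limma-trend, and 4 without a filter, with sly-miR396a-5p, PC-3p-10278_209, nta-miR396a_L-5_1ss6CA and PC-5p-14147_152, whose reads were 34 and 153 in T2 for the last pair and at most 6 elsewhere. They were 0 with each library left out. At an unadjusted p under 0.05 there were 27 with DESeq2, 9 with limma-trend, 46 without a filter and 4 to 21 with 1 library left out (4 without C1, 9 without T2). The study's own test gave 27 at p under 0.1 in both of its forms. Of the study's 25, the 8 at an unadjusted p under 0.05 became 16 with DESeq2, 4 without a filter and 1 to 7 with 1 library left out. Of its PC sequences, 3 became 8 with DESeq2, 6 with RLE size factors and with library size only, 5 with 10 reads in every library, 1 with limma-trend, 0 with mappable reads and 0 to 4 with 1 library left out (0 without C1 or T2). The number in the study's direction was 23 with library size only, 25 under the other alternatives that tested all 25, 18 of 18 tested with 10 reads in every library, and 24 or 25 with 1 library left out, where 24 or 25 were tested.
Family totals past an adjusted p of 0.05 were 0, and 2 without a filter, miR5300 (adjusted p = 0.0057) and miR6026. At an unadjusted p under 0.05 there were 4, 9 without a filter and 2 to 7 with 1 library left out (2 without C1, 7 without T6). Lists past an adjusted p of 0.05 were 0, 1 with RLE size factors, 1 by camera with its preset correlation and 0 to 1 with 1 library left out (1 without T4). Lists at an unadjusted p under 0.05 were 4, and 2 with RLE size factors, 1 with library size only, 0 with mappable reads, without a filter, with 10 reads in every library and by camera with an estimated correlation, and 0 to 3 with 1 library left out (0 without C1 or C5, 1 without T2, 2 without C3 or T4).
With library size only, log2 fold changes turned to 0.025 for sly-MIR159-p5, 0.018 for stu-MIR7985-p5, 0.50 for stu-miR482e-3p, 0.23 for stu-miR482d-3p, 0.31 for sly-miR482e-3p and 0.28 for the miR482 family, and medians to 0.31 for the NBS-LRR list and 0.0097 for the GAMYB and TCP list. stu-miR482e-3p was at 0.017 with DESeq2 and with RLE size factors. With mappable reads PC-3p-175_6599 was at -0.013, PC-5p-49_29782 at -0.25 and the small RNA machinery list at -0.26. Without a filter the NBS-LRR list was at 0.38. With 1 library left out, the values that changed sign ranged from -0.92 to 0.29 for stu-miR166a-3p (0.29 without T4), -0.25 to 0.38 for stu-miR482e-3p, -0.26 to 0.10 for sly-miR482e-3p, -0.14 to 0.43 for PC-5p-49_29782 (-0.14 without T4), -0.28 to 0.025 for the miR482 family (0.025 without C3), -0.20 to 0.11 for the NBS-LRR list (0.11 without C5) and -0.31 to 0.94 for the small RNA machinery list (-0.31 without T2).
For the ratios of Fig 4, stu-miR482c was at -0.99 when scaled by mappable reads and -0.062 by the total of the table, and stu-MIR7985-p5 at -0.81 and 0.026. By the total of the table stu-miR171a-5p was at -0.69, stu-miR530_L-2R+2 at -0.45 and PC-5p-1305_1307 at 1.49, which was at 0.49 by mappable reads. With 1 library left out stu-miR166b ranged from -2.04 (without T6) to -1.05. Of all 910 sequences, 507 had at least 10 reads and 325 were seen in every library; for group 1a these were 90 and 70 of 206, for group 1b 25 of 42 were seen in every library, and for group 4a 202 of 388.
No paired analysis was run, because the control and KPhi libraries share no replicate number and the labels do not say whether any are paired. Leaving out sequences that match rRNA, and the rRNA matches themselves on the sense strand or with 1 mismatch, were not run for lack of a reference. T4 has the fewest reads in the table, 160906, and counts of sequences of low abundance are least precise there.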

Differences from the paper's values

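The paper states 25 differentially expressed miRNAs, and 16 sequences had an unadjusted p under 0.05 here by edgeR. The paper states thresholds of 0.01 and 0.05, while in the authors' deposited p-values the 25 are those under 0.1. At an unadjusted p under 0.1, edgeR gave 29, so the counts of 16 and 25 stand at unlike thresholds. The counts that follow are at an unadjusted p under 0.05 unless stated otherwise. Of the alternatives set before the data were examined, DESeq2 (27), RLE size factors (20), library size only (23), robust dispersion (17), the study's test with equal variances (18), leaving out T4 (18) or T6 (21), and both forms of the study's test at p under 0.1 (27 each) came within 1.5 times the paper's number. 10 reads in every library (11), the authors' library size parameters (15), limma-trend (9), mappable reads (13), no filter (46), the study's test with unequal variances (13) and leaving out T2 (9), C1 (4), C3 (13) or C5 (13) did not. The filter on a mean normalized value of 10, chosen after seeing the values, gave 21 and drops none of the paper's 25 from the test. Of the paper's 25, 8 had an unadjusted p under 0.05 by edgeR, against 4 with no filter, 6 with mappable reads, with limma-trend and, of 18 tested, with 10 reads in every library, 7 with the authors' parameters, 9 with library size only, with robust dispersion and with the added filter, 11 with RLE size factors, 16 with DESeq2 and 17 and 12 with the study's test in its equal and unequal variance forms.
The paper states 14 known miRNAs among them, and 8 known sequences had an unadjusted p under 0.05 here, a stricter threshold than the 0.1 that gives the paper's list. DESeq2 (11), no filter (20), the study's test with equal variances (13), leaving out T4 (11) or group 4a (12), and the study's test at p under 0.1 (19 and 16) came within 1.5 times. RLE size factors, robust dispersion and leaving out T6 (9 each), the authors' parameters and mappable reads (8 each), library size only and the study's test with unequal variances (7 each), limma-trend (6), leaving out T2 or C1 (4 each), and 10 reads in every library and leaving out C3 or C5 (3 each) did not.
Table 1 of the paper gives 3506752 reads for group 1a, 1515585 for group 2a and 871 for group 2b. The sums of the deposited reads were 1473932, 779575 and 508. No alternative was set for these sums.
The paper's Discussion gives 288 sequences that match no known miRNA, and the deposited table and the paper's Table 1 hold 388. The paper describes most predicted targets as transcription factors. Counted by annotation words over the whole of S4 Table, 35 of 329 distinct targets were transcription factors, including 5 annotated only as DNA binding protein. In the resistance protein class were 48, with leucine-rich repeat and RIN4 family annotations among them. The paper describes most targets of the PC sequences as defense related, and by annotation words 4 of 118 were resistance proteins, although other defense genes are not covered by these words. For the listed miR166 sequences of the 3' arm 13 of 14 were transcription factors by these words, the same 5 included. The targets of stu-miR482a-3p and stu-miR482c in Table 2 are exchanged in S1 Table. The log2 ratios of Fig 4 and the direction of all 25 miRNAs were as in the paper.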

Other observations

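The tests for pieces of longer RNAs and for degraded or longer RNA were chosen after the result was seen.
miRNA families of phosphate starvation (miR399, miR827, miR2111 and miR778), which regulate phosphate uptake and transport, were hardly present in these leaves, with 49.5 reads over 9 sequences and 6 libraries. Their reads were 10.5, 6.55 and 7.30 in C1, C3 and C5 and 11.2, 9.38 and 4.60 in T2, T4 and T6, too few to test. Families of sulfate assimilation (7.43 reads), of phase change through SPL and AP2 transcription factors (121 reads) and of NF-YA transcription factors (24.6 reads) were not tested either. The list of NAC regulators (miR164, 106 reads) had 1 tested sequence, so that it was not tested as a list, and its reads were 5.00 in T2 and 19.5 to 21.5 in the other libraries.
Of the 8 tested sequences of miR162, miR168 and miR403, which regulate DCL1 and AGO proteins of the small RNA machinery, 5 were higher and 3 lower in KPhi libraries, with a median log2 fold change of 0.33 and a fry direction opposite to it (adjusted p = 0.9996). The median turns negative by mappable reads and without T2. stu-miR162a-3p had 7606 normalized CPM in T2 and 746 to 2661 in the other libraries. Of the 3 tested sequences of miR396, a family that regulates GRF transcription factors, 2 were higher and 1 lower (fry, adjusted p = 0.439). Their median of 1.07 was 0.18 without T2. In the list of miR4376 and miR1919, stu-miR1919-3p had a log2 fold change of 1.11 (standard error 0.50).
The lower share of miRNA reads in T2 and T4 was set against explanations from the libraries. Reads under 15 nt or over 32 nt were 29.3% of the raw reads in T2 and 46.6% in T4, against 37.5% ± 8.51 in control libraries (SD, n = 3). T2 lay below every control library (32.0% to 47.3%), by less than the control SD, and T4 inside that range. Reads over 32 nt alone were 7.91% in T2 and 33.5% in T4, against 6.58%, 13.6% and 3.13% in C1, C3 and C5. Reads under 15 nt were 21.4% and 13.1%, against 25.4%, 19.7% and 44.2%. Such reads are removed before the mappable reads are counted, so these shares cannot decide. A larger part of degraded or longer RNA stays open in both. With a loss of miR166 reads alone, the share without this family would reach that of the controls. It was 1.19% of the mappable reads in T2 and 1.47% in T4, below the lowest control share of 1.64%. But T2 and T4 were picked for their low total share. With T6 included, the difference between conditions in this share could not be told from chance (exact permutation test, p = 0.3). The loss of miR166 reads as the whole cause therefore stays open. A difference in how the libraries were made and a response to KPhi both stay open as hypotheses, and neither was tested.
The PC sequences that the study lists as higher may be pieces of longer RNAs. End-to-end overlaps with another sequence of the table were found for 1 of the 8, where shuffled sets of sequences had at least 1 in 2.6% of cases, and for 18 of all 83 tested group 4a sequences, where shuffled sets had at most 3. An overlap was counted with any other sequence of the table, on either strand. It does not tell a piece of a longer RNA from a miRNA, so this stays open for sequences with and without an overlap. As to the choice of scaling, none of the 8 was at or below 0 under any of 4 other scalings, while by mappable reads only 1 of the 8 was above 0 by more than 1 standard error, so that scaling also stays open, as does a response to KPhi.
The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 16 sequences at an unadjusted p under 0.05 and the highest other split 17, so that 2 splits gave as many. For an adjusted p of 0.05 all 10 splits gave 0. The families at an unadjusted p under 0.05 were 4 in the real split and 8 in the highest other, and 4 splits gave as many. The lists at an unadjusted p under 0.05 were 4 in the real split and 3 in the highest other. Of the study's 25, which were chosen on the real split, 8 and 1 had such a p. In both cases 1 split, the real one, gave as many.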
